A study of Mus musculus with 4 samples. Its data were reported in "E-Selectin/AAV2/2 Gene Therapy Alters Angiogenesis and Inflammatory Gene Profiles in Mouse Gangrene Model" (2022).

How the data were processed

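Total RNA from ischemic adductor and gastrocnemius muscle was profiled on 4 Qiagen RT2 Profiler arrays, 2 for mice given E-sel/AAV2/2 and 2 for mice given LacZ/AAV2/2. Per the labels, RNA was extracted with an RNeasy kit and treated with DNase I, whereas the study's methods describe TRIzol. The series text states that equal amounts of RNA from 3 mice were pooled per group and that the array was run in duplicate. The 4 arrays were therefore treated as 2 repeat measurements of 1 pool per group, and differences between animals could not be estimated. The labels call the array an angiogenesis panel but give the catalog number of the inflammatory cytokine and receptor panel, and the gene symbols in the deposited files are those of the latter. *Sele*, the gene for E-selectin, is not among the genes analysed here.

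The authors deposited 2 tables. The first holds Ct values per well, not normalized, with wells that gave no Ct marked as null. Baseline and threshold settings were not stated. The second holds the authors' fold ratios, 2^-ΔΔCt, of E-sel/AAV2/2 over LacZ/AAV2/2, computed by replicate number. The deposited ratio of *Gapdh* is exactly 1 in both columns, and ratios recomputed from the Ct values with *Gapdh* as the only reference matched the deposited ones to within 2.9e-09 on the log2 scale. The deposited ratios are thus relative to *Gapdh*, although the study's methods name 5 reference genes for the statistical analysis. Normalizing to 1 gene passes any change of that gene on to every ratio. Gene symbols were taken from the second table by well position. All 89 symbols matched current symbols of the GRCm38.p6 annotation. No coordinates are given, because the files name no genome build.

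Normalization followed the study's methods: ΔCt was the Ct of a gene minus the mean Ct of *Actb*, *B2m*, *Gapdh*, *Gusb* and *Hsp90ab1* on the same array. The values of -ΔCt were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), and p-values were adjusted by the Benjamini-Hochberg method over the 77 target genes that had a Ct on all 4 arrays. The other 7 of the 84 target genes lacked a Ct on at least 1 array and were left out of the test. A gene was called at an adjusted p-value under 0.05. Log2 fold changes are differences of mean -ΔCt, with standard errors from the moderated variance. Fold changes for the 2-fold counts were ratios of mean 2^-ΔCt, as the series text describes, and such a ratio follows the array with the lower Ct. All Ct values were used as deposited, including those above 35, where few template molecules remain and precision is poor. Full PCR efficiency was assumed for every assay.

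The script for the test was checked on simulated data: 200 panels of 77 genes, each with 10 genes changed by a known amount and with the array-to-array spread of the real genes. The mean estimated change was 2.01, 3.97 and 5.96 for true log2 changes of 2, 4 and 6, and false calls made up 4.59% of calls at 4 and 3.51% at 6. At 2 almost no calls were made, and 50% of those were false.

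The quality wells were compared between arrays. The 3 positive PCR control wells averaged a Ct of 21.1 and 21.2 on the E-sel/AAV2/2 arrays and 21.0 and 21.1 on the LacZ/AAV2/2 arrays. The 3 reverse transcription control wells averaged 23.6 and 23.2 on the E-sel/AAV2/2 arrays, 23.1 on LacZ/AAV2/2 replicate 1 and 24.7 on LacZ/AAV2/2 replicate 2. The genomic DNA control well had a Ct of 37.3 and 36.1 on the E-sel/AAV2/2 arrays and 36.9 and 39.3 on the LacZ/AAV2/2 arrays. The 2 replicates of a group were compared before averaging. Their gene-by-gene difference had an SD of 1.60 cycles for E-sel/AAV2/2 and 1.34 for LacZ/AAV2/2 after normalization, so neither pair was a duplicate deposit.

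Choices made before the data were examined were the design of the test, the other settings to be tried and the rule for named genes. That rule took the 5 largest increases and 5 largest decreases with an adjusted p-value under 0.05, non-overlapping arrays and a mean Ct under 35 in both groups, plus the reference genes, *Vegfa*, and any gene of this panel that the study lists among angiogenesis genes. Families were set by gene symbol. These settings were each reference gene left out, the median of the target genes or no reference in place of the reference genes, a ceiling at Ct 35, filters for Ct under 35 or under 30 on all arrays, each array left out, the replicate number as a block, limma with a mean-variance trend, testing the reference genes with the targets, a ratio from mean -ΔCt, and thresholds of 1.5-fold and of any difference. Each single reference gene, and the set without *B2m* and *Gapdh*, were added after the data had been seen. Lists of lymphoid and macrophage genes for the closing section were also drawn up after the values were seen, and their medians were ranked among 10000 random lists of the same size drawn from the uncalled genes and matched on mean Ct in 3 bins. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.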

Results

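The panel addressed whether intramuscular E-selectin gene therapy changed inflammatory gene expression in ischemic mouse hindlimb muscle. FVB mice received either an adeno-associated virus carrying the E-selectin gene (E-sel/AAV2/2) or the same vector carrying LacZ, a bacterial reporter gene that served as control (LacZ/AAV2/2), before femoral artery ligation. Ischemia was deepened with L-NAME, an inhibitor of nitric oxide synthase given at 40 mg/kg. The ischemic thigh adductor and calf (gastrocnemius) muscles were collected at day 21. Expression was measured by SYBR Green RT-qPCR on a 96-well array carrying 84 cytokine, chemokine and receptor genes, 5 reference genes and control wells. There were 4 arrays, 2 for E-sel/AAV2/2 and 2 for LacZ/AAV2/2. By the series text, RNA had been pooled from 3 mice per group before the assay, so the 2 arrays of a group were taken as repeat measurements of 1 pool. On that reading, every SD, SE and p-value below carries assay error only. The tests compare 1 pool with another rather than the treatments across animals. The spread between repeat arrays, described at the end, leaves open whether their RNA was the same.

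The measured quantity was the threshold cycle (Ct), the PCR cycle at which a well's fluorescence crosses a set level. A lower Ct means more transcript, and 1 cycle corresponds to a 2-fold difference at full PCR efficiency. Detection differed between arrays. On E-sel/AAV2/2 replicates 1 and 2, 65 and 64 of the 84 target genes had a Ct under 35. On LacZ/AAV2/2 replicates 1 and 2 the numbers were 46 and 65. The number of target wells without any Ct was 2 on each E-sel/AAV2/2 array, 6 on LacZ/AAV2/2 replicate 1 and 1 on LacZ/AAV2/2 replicate 2. The median Ct of the 77 genes with a Ct on all 4 arrays was 32.3 and 32.6 for E-sel/AAV2/2 and 34.1 and 31.9 for LacZ/AAV2/2, in replicate order. Most of the panel thus lay in late cycles, where few template molecules enter each well.

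The mean Ct of the 5 reference genes was 24.3 and 23.8 on the E-sel/AAV2/2 arrays and 25.2 and 24.0 on the LacZ/AAV2/2 arrays. The individual reference genes did not move together. *B2m* had a Ct of 21.8 ± 1.03 (SD, n = 2 arrays) with E-sel/AAV2/2 and 23.8 ± 1.23 (SD, n = 2) with LacZ/AAV2/2. *Actb* had a Ct of 24.0 ± 0.403 (SD, n = 2) and 25.1 ± 0.693 (SD, n = 2), respectively. *Gapdh* went the other way, with a Ct of 20.2 ± 0.205 (SD, n = 2) with E-sel/AAV2/2 and 19.7 ± 0.424 (SD, n = 2) with LacZ/AAV2/2. *Hsp90ab1* had a Ct of 22.4 ± 0.636 and 22.7 ± 0.962, and *Gusb* a Ct of 32.0 ± 0.693 and 31.9 ± 1.02 (SD, n = 2 each). Measured against the mean of all 5, *B2m* was 1.44 higher on the log2 scale in the E-sel/AAV2/2 pool, *Actb* was 0.53 higher, *Hsp90ab1* changed by -0.23, *Gusb* by -0.63 and *Gapdh* by -1.11. The ratio of *B2m* to *Gapdh* was 2.56 higher on the log2 scale in the E-sel/AAV2/2 pool. No reference gene was tested by permutation: with 2 arrays against 2, an exact two-sided permutation test cannot give a p-value below 0.333. The reference genes entered limma only alongside the target genes, as another setting, and their p-values from that fit are not given here.

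**Figure D1:**
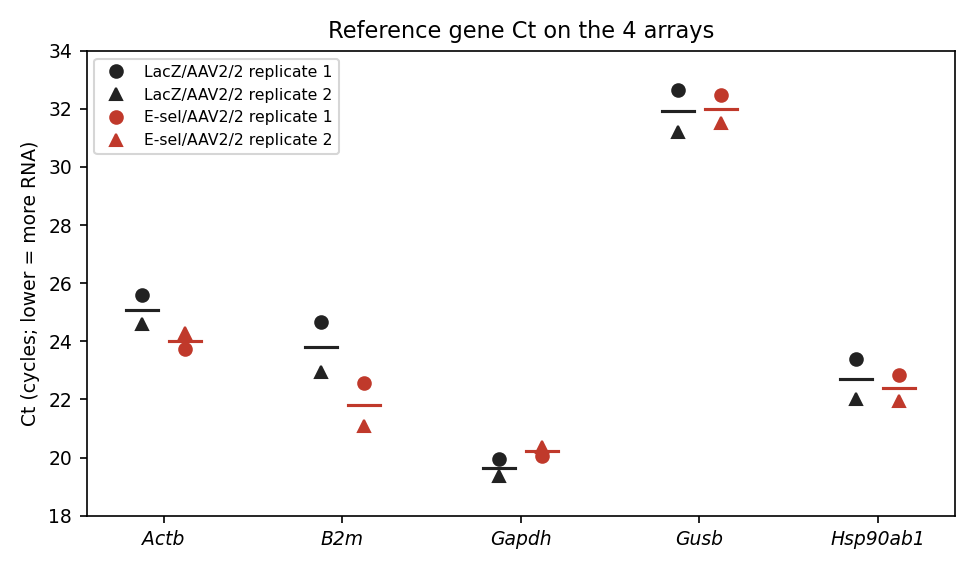
Ct in cycles (y axis) of each reference gene (x axis) on the LacZ/AAV2/2 arrays (black) and the E-sel/AAV2/2 arrays (red), with circles for replicate 1, triangles for replicate 2 and a bar at the mean of the 2 arrays. *B2m* had a lower mean Ct with E-sel/AAV2/2 (21.8 against 23.8), whereas *Gapdh* had a higher one (20.2 against 19.7).

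After normalization to the mean of the 5 reference genes (ΔCt), 4 of the 77 genes differed between the pools at an adjusted p-value under 0.05 in limma with Benjamini-Hochberg adjustment. All 4 were higher with E-sel/AAV2/2 and 0 were lower. At an unadjusted p-value under 0.05, 10 genes differed, 7 higher and 3 lower. The count of 4 at the adjusted threshold moved with the reference genes. It was 7 genes with *Gapdh* or with *Gusb* as the only reference and 0 genes with *B2m* as the only reference. With *B2m* alone, 26 genes had an unadjusted p-value under 0.05, 4 higher and 22 lower. The adjusted count was also 0 when only the 10 genes with a Ct under 30 on all 4 arrays were tested. This filter removed the called genes, and 0 of the 10 had an unadjusted p-value under 0.05. In simulated panels with the same array-to-array spread, the test recovered 0.3% of genes changed by 2 on the log2 scale, 47.8% of genes changed by 4 and 83.8% of genes changed by 6. Changes of 4-fold were therefore not detectable by this test at this replication.

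*Cxcl13*, *Ccr6* and *Ccl19* met the rule fixed beforehand for naming a gene, which also required a mean Ct under 35 in both groups. *Cxcl13*, a chemokine ligand, had a ΔCt of 1.72 ± 0.547 (SD, n = 2) with E-sel/AAV2/2 and 6.58 ± 1.68 (SD, n = 2) with LacZ/AAV2/2. Its log2 fold change was 4.87 (SE 1.06, limma adjusted p = 0.00877). *Ccr6*, a chemokine receptor, had a ΔCt of 4.25 ± 0.427 and 9.09 ± 0.676 (SD, n = 2 each), a log2 fold change of 4.84 (SE 0.97, limma adjusted p = 0.00624). *Ccl19*, a chemokine ligand, had a ΔCt of 3.54 ± 0.547 and 8.34 ± 0.683 (SD, n = 2 each), a log2 fold change of 4.80 (SE 0.97, limma adjusted p = 0.00624). In all 3 genes both E-sel/AAV2/2 arrays lay above both LacZ/AAV2/2 arrays. With *B2m* as the only reference their log2 fold changes were 3.43, 3.40 and 3.36, and none passed the threshold (limma adjusted p = 0.0771 for each, the highest over all settings tried, the lowest being 3.56e-06). The fourth called gene, *Cxcr5*, fell outside the naming rule and is given here after its values were seen. It had a Ct of 30.04 and 31.19 on the E-sel/AAV2/2 arrays but 38.23 and 34.99 on the LacZ/AAV2/2 arrays, and its log2 fold change was 5.45 (SE 1.07, limma adjusted p = 0.00624). *Ltb* was next in size at 3.62 (SE 1.07, limma adjusted p = 0.0704), short of the threshold here but past it in 12 of the 18 other limma fits that tested it, where its adjusted p-value ran from 0.00062 to 0.22.

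In the authors' deposited table, which sets each E-sel/AAV2/2 array against the LacZ/AAV2/2 array of the same replicate number, *Cxcl13* was 104-fold and 38.3-fold higher in replicates 1 and 2. *Ccr6* was 66.3-fold and 58.1-fold higher in the authors' deposited table, and *Ccl19* was 61.0-fold and 59.7-fold higher. That table differs from the values above both in its reference, *Gapdh* alone, and in comparing arrays by replicate number. With *Gapdh* alone and all 4 arrays, the log2 fold changes were 5.98 for *Cxcl13*, 5.96 for *Ccr6* and 5.92 for *Ccl19*.

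No gene was called lower. The largest decreases among all 77 genes, named after their values were seen, were those of *Bmp2* at -2.57 (SE 1.04, limma adjusted p = 0.239) and *Ccl3* at -2.51 (SE 1.00, limma adjusted p = 0.239). Neither differed by more than the adjusted threshold allows, although both arrays of E-sel/AAV2/2 lay below both arrays of LacZ/AAV2/2 for each.

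**Figure D2:**
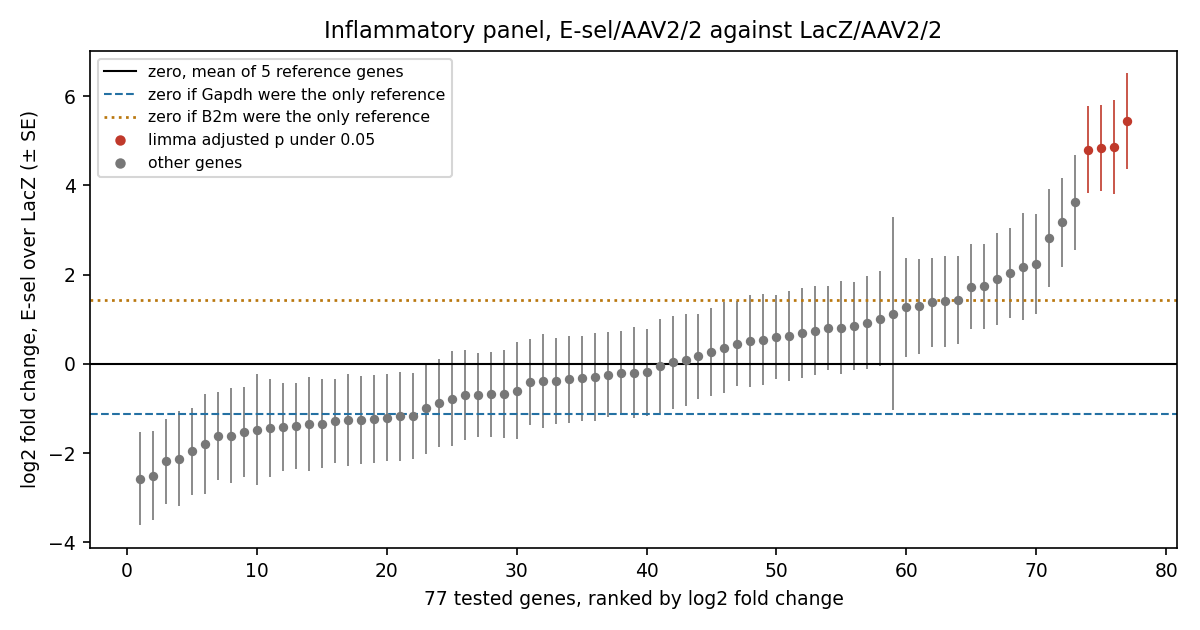
Log2 fold change of E-sel/AAV2/2 over LacZ/AAV2/2 (y axis, ± SE from limma) for the 77 tested genes ranked by size (x axis), with the 4 called genes in red. The solid line is zero for the mean of 5 reference genes, and the dashed and dotted lines at -1.11 and 1.44 mark where zero would lie if *Gapdh* or *B2m* were the only reference.

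By fold change alone, taken as the ratio of mean 2^-ΔCt, 20 genes were at least 2-fold higher and 23 at least 2-fold lower with E-sel/AAV2/2. Counting any difference, 34 genes were higher and 43 lower. The median log2 fold change of the panel was -0.19, against a pooled within-group SD of 0.595 between array medians, so the panel as a whole did not differ between the pools by more than its spread between repeat arrays. The split between higher and lower genes depended on the reference. With *Gapdh* as the only reference, 34 genes were at least 2-fold higher and 5 lower, and the panel median was 0.92. With *B2m* alone, 8 were at least 2-fold higher and 45 lower, and the median was -1.64 on the log2 scale. With *B2m* left out of the 5, 25 were higher, 14 were lower and the median was 0.17. Among the 78 genes with a replicate 1 ratio in the authors' deposited table, 45 were at least 2-fold higher and 1 at least 2-fold lower. Among the 82 genes with a replicate 2 ratio in the authors' deposited table, 33 were at least 2-fold higher and 14 at least 2-fold lower. The mean of the 2 ratios in the authors' deposited table was at least 2 for 39 of 77 genes and at most 0.5 for 1 gene.

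The 2 replicates gave different pictures of the panel. Setting replicate 1 against replicate 1, the median log2 fold change was 0.20, and setting replicate 2 against replicate 2 it was -0.77. Of the 77 genes, 23 were higher in both replicates, 31 were lower in both and 23 went in opposite directions. Of the 20 genes at least 2-fold higher, 11 were 2-fold higher in each replicate. Of the 23 genes at least 2-fold lower, 4 were 2-fold lower in each replicate. Both E-sel/AAV2/2 arrays lay above both LacZ/AAV2/2 arrays for 17 genes and below for 20, which is 48.1% of the panel. Chance alone gives 33.3% on average. Genes on an array move together and the spread of this share was not estimated, so an excess over chance is not shown. The near balance between higher and lower genes was lost when one array was left out: without LacZ/AAV2/2 replicate 2, 31 genes were at least 2-fold higher, 11 were at least 2-fold lower, and the panel median was 0.54 (log2).

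**Figure D3:**
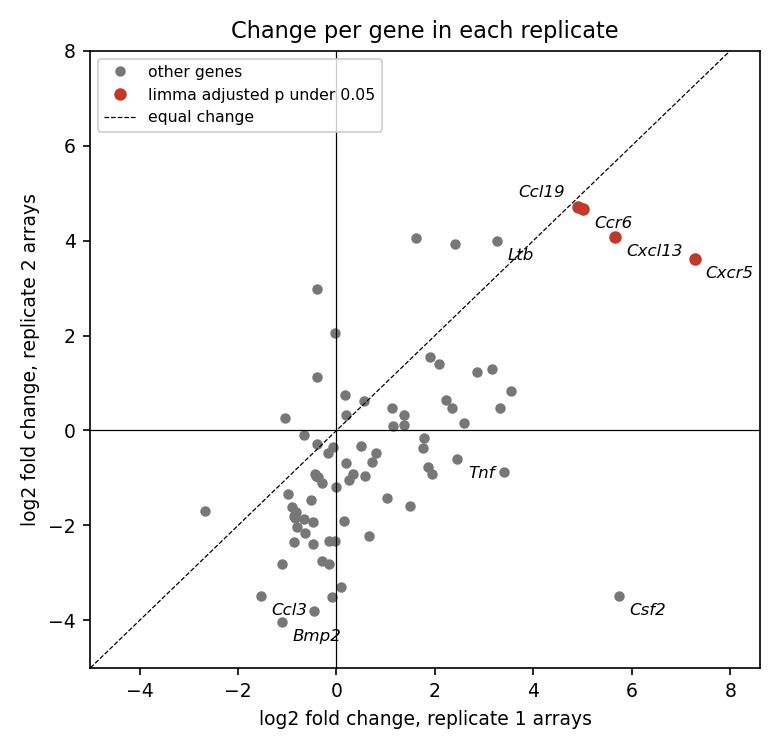
Log2 fold change of each of the 77 genes between the replicate 1 arrays (x axis) and between the replicate 2 arrays (y axis), normalized to the 5 reference genes, with the 4 called genes in red and a dashed line of equal change. The called genes lie at upper right in both replicates, while *Csf2* and *Tnf* changed in opposite directions.

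Grouped by family, the median log2 fold change was -0.60 for the 23 chemokine ligands, which turned to 0.52 with *Gapdh* alone, 0.03 with *Gusb* alone and 0.64 without LacZ/AAV2/2 replicate 2. It was -0.54 for the 8 interleukin receptors, which turned to 0.58 with *Gapdh* alone, 0.09 with *Gusb* alone, 0.01 with raw Ct and 0.04 without LacZ/AAV2/2 replicate 2. For the 10 chemokine receptors it was -0.07 and for the 13 interleukins -0.05, and both were above zero with *Gapdh*, *Gusb* or *Hsp90ab1* alone, with raw Ct and when *Actb* or *B2m* was left out, reaching 1.05 and 1.07 with *Gapdh* alone. Without LacZ/AAV2/2 replicate 2 they were 0.67 and 0.49, and without E-sel/AAV2/2 replicate 2 they were 0.19 and 0.08. For the 10 ligands of the tumor necrosis factor superfamily it was 0.87, with 8 genes above zero, and this turned to -0.57 with *B2m* alone and to -0.17 with late Ct values set to 35. The remaining 13 genes had a median of -0.20, which was above zero with *Gapdh* (0.91), *Gusb* (0.43) or *Hsp90ab1* (0.03) alone, with raw Ct (0.35) and without *B2m* among the 5 (0.16). These medians carry no test, since genes of 1 pool are not replicates.

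*Tnf* and *Ccl2* were examined because the study also lists them among angiogenesis genes measured on a separate array, and *Vegfa* as a growth factor of blood vessels. *Tnf* had a ΔCt of 10.1 ± 1.44 with E-sel/AAV2/2 and 11.0 ± 0.726 with LacZ/AAV2/2 (SD, n = 2 each), a log2 fold change of 0.93 (SE 1.04, limma adjusted p = 0.681). It rose by 2.46 in replicate 1 and fell by 0.60 in replicate 2 on the log2 scale, without E-sel/AAV2/2 replicate 1 its change was -0.09, and with *B2m* alone it was -0.52. *Ccl2* had a ΔCt of 6.18 ± 0.639 and 5.48 ± 1.21 (SD, n = 2 each), a log2 fold change of -0.70 (SE 1.01, limma adjusted p = 0.716). It turned to 0.41 with *Gapdh* as the only reference and to 0.15 without LacZ/AAV2/2 replicate 2. *Vegfa* had a ΔCt of 3.04 ± 0.591 and 2.69 ± 0.668 (SD, n = 2 each), a log2 fold change of -0.35 (SE 0.97, limma adjusted p = 0.847), which was 0.77 with *Gapdh* alone, 0.28 with *Gusb* alone, 0.12 without LacZ/AAV2/2 replicate 1 and 0.07 without E-sel/AAV2/2 replicate 2. For these 3 genes the difference between the pools was within the error of the assay.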

Values the study reported

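For the inflammation array the study reported that 21 of 84 genes (25%) went up and 27 of 84 (32%) went down with E-sel/AAV2/2 relative to LacZ/AAV2/2. On its separate angiogenesis array it gave a fold change of 3.94 ± 0.93 for *Tnf* and of 2.14 ± 0.69 for *Ccl2* (mean ± SD).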

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

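All tests in this part were chosen after the values were seen. *Ccl20* and *Ccr8* were outside the tested genes because LacZ/AAV2/2 replicate 1 gave no Ct for either, yet both E-sel/AAV2/2 arrays read above the LacZ/AAV2/2 array that did give one. Of the 7 genes left out, 3 had a Ct on both E-sel/AAV2/2 arrays and were open to this comparison, and *Il17a* did not show it. *Ccl20* had a Ct of 33.7 and 32.1 on the E-sel/AAV2/2 arrays and 36.1 on LacZ/AAV2/2 replicate 2. After normalization the lower E-sel/AAV2/2 value was 2.66 above it on the log2 scale. *Ccr8* had a Ct of 35.4 and 34.9 against 36.2, and the gap after normalization was 1.09.

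The generally later Ct values on LacZ/AAV2/2 replicate 1 are not excluded as the reason for the missing wells. Its target genes lagged those of the other array of the same pool by 2.15 cycles at the median, with an SD of 1.34 cycles across genes. Added to the Ct on replicate 2, that lag would put *Ccl20* at 38.21 and *Ccr8* at 38.37. The latest Ct recorded on replicate 1 was 39.47, which is within 1 SD of both. The reference genes on this array lagged those of E-sel/AAV2/2 replicate 1 by 0.912 cycles. Added to the Ct on E-sel/AAV2/2 replicate 1, that smaller lag would put *Ccl20* at 34.6 and *Ccr8* at 36.4, well before 39.47. Whether a lag could account for the missing wells thus depends on the array and genes it is taken from. Chance loss of a well with few templates stays open as well. Among 56 wells whose partner array had a Ct from 35 to 37, 3 gave no Ct, and *Ccl20* and *Ccr8* are themselves among the genes counted. The later Ct of replicate 1 bears on the missing wells and not on the gaps, which were measured against LacZ/AAV2/2 replicate 2. That array was not late: its median Ct over the tested genes was 31.9, against 32.3 and 32.6 on the E-sel/AAV2/2 arrays. Each gap still rests on a single LacZ/AAV2/2 well. A difference in expression between the pools and a low-template reading thus cannot be told apart for these genes. An effect of the treatment was not tested, since there was 1 pool per group. Groups of 2 arrays were too small to look for single outlying arrays by a formal rule.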

How the results depend on the processing

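The 4 calls, *Cxcl13*, *Ccr6*, *Ccl19* and *Cxcr5*, were all made again under each of the 5 fits that left out one reference gene, with the median of the target genes or no reference, with the ceiling at Ct 35, with a mean-variance trend and with the reference genes tested alongside. Across all fits that made the 4 calls, the adjusted p-value of *Cxcl13* ran from 5.28e-06 to 0.0113. The lowest came with the ceiling, which removes spread between late wells and so makes a call easier. The calls were not made with *B2m* as the only reference, where the count was 0 and 26 genes had an unadjusted p-value under 0.05, 4 higher and 22 lower. With *Gapdh* or *Gusb* alone the count was 7, all of them higher. Requiring a Ct under 35 on all 4 arrays left 42 genes and gave 4 calls higher and 1 lower (*Ccl3*). This filter removes genes that are low in one pool, among them *Cxcr5*. Requiring a Ct under 30 on all arrays left 10 genes and 0 calls, with 0 at an unadjusted p-value under 0.05, because the called genes were themselves removed.

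The replicate numbers do not come with a stated batch, and 2 pairs are too few to show that they pair the arrays. The deviations of the 2 arrays from their group mean correlated at r = 0.332 between the groups across genes, which are not independent replicates. With the replicate block, 5 genes were called, the fifth being *Ltb*, and no call was lost. *Ltb* was also called when *Actb*, *B2m*, *Gusb* or *Hsp90ab1* was left out, with the median of the target genes, with the ceiling or the filter at Ct 35, with *Gapdh*, *Gusb* or *Hsp90ab1* alone and without *B2m* and *Gapdh*. No calls can be made with an array left out, since 1 array would remain in a group.

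The counts by fold change moved with the arrays and with the reference. From 20 higher and 23 lower, leaving out one array gave from 15 to 31 genes higher and from 11 to 29 lower, and the panel median ran from -0.40 to 0.54. With single references the higher and lower counts were 13 and 33 (*Actb*), 8 and 45 (*B2m*), 34 and 5 (*Gapdh*), 32 and 8 (*Gusb*) and 23 and 14 (*Hsp90ab1*). The panel median was -1.64 with *B2m*, 0.92 with *Gapdh* and 0.44 with *Gusb*. Without *B2m* among the 5, 14 genes were at least 2-fold lower, and the median changed sign to 0.17, within the spread between arrays. The filter for Ct under 35 left 7 higher and 16 lower, with a median of -0.54. The filter for Ct under 30 left 0 higher and 4 lower. Both filters had fewer genes to count. With any difference counted, 34 were higher and 43 lower. These shifts with the reference follow from its construction, since a change of reference moves every gene by the same amount.

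Reversals among families and named genes followed the same choices. With *Gapdh* alone the medians became 0.52 for chemokine ligands, 1.05 for chemokine receptors, 1.07 for interleukins and 0.58 for interleukin receptors, *Ccl2* became 0.41 and *Vegfa* 0.77. With *Gusb* alone chemokine ligands became 0.03, interleukins 0.58 and *Vegfa* 0.28. With raw Ct interleukins became 0.50 and *Vegfa* 0.20, and without *B2m* among the 5 *Vegfa* became 0.01 (0.0125). With *B2m* alone the ligands of the tumor necrosis factor superfamily became -0.57 and *Tnf* became -0.52. The ceiling at Ct 35 turned that family to -0.17, which follows in part from its construction. *Cd40lg*, *Tnfsf4* and *Fasl* had a Ct above 35 on all 4 arrays. With the ceiling such genes take a value set by the reference genes alone, -0.548, which was also the panel median there. The turn therefore does not show lower expression of this family. With one array left out, medians ran from -1.51 to 0.64 for chemokine ligands, from -0.80 to 0.67 for chemokine receptors and from -0.42 to 0.49 for interleukins, the highest in each case without LacZ/AAV2/2 replicate 2. The adjusted p-values of *Vegfa*, *Ccl2* and *Tnf* stayed above 0.05 in every limma fit that tested them. Among families, 16 other values moved by more than their spread, and among reference genes 28 did.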

Other observations

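All tests in this part were chosen after the values were seen. The 4 called genes share an association with organized lymphoid tissue: *Cxcl13* and *Ccl19* are chemokines that position lymphocytes there, and *Cxcr5* and *Ccr6* are receptors carried by B cells and some T cells. Some technical readings are argued against. If the choice of reference genes were the whole cause, the change would vanish under some single reference, but the lowest of the 4 changes was 3.36 on the log2 scale, with *B2m* alone, against a largest SD of 1.85 cycles between the 2 arrays of a group for these genes under the same reference (the limma adjusted p-values with *B2m* alone were from 0.0573 to 0.0771). If wells near the detection limit in both pools were the cause, the E-sel/AAV2/2 wells would be late too, but the latest of them had a Ct of 31.2. Late wells in the LacZ/AAV2/2 pool alone are a separate matter, which the ceiling at Ct 35 cannot decide. The 4 genes were still called with it, but setting late wells to 35 also removes spread between arrays, which eases calls. The limma adjusted p-value of *Cxcl13*, which had no Ct above 35, fell from 0.00877 to 5.28e-06 with its change still 4.87. The *Cxcr5* change was 7.28 in replicate 1 and 3.62 in replicate 2. Its size rests on LacZ/AAV2/2 wells with a Ct of 38.23 and 34.99. A candidate explanation is more RNA from lymphoid tissue cells in the E-sel/AAV2/2 pool. With the 5 reference genes, the 12 other genes of a list of lymphoid genes had a median log2 fold change of 1.41 and were all above zero. Their median was 2.09 in replicate 1 and 0.56 in replicate 2, where 9 of 12 were above zero. With *B2m* alone, 13 of the 77 genes of the panel were above zero, so these signs depend on the reference. Among 10000 random lists matched on mean Ct, the median of the 12 genes stood at percentile 99.8 in replicate 1 and at percentile 99.81 in replicate 2. The list was drawn up with the values in view, so these percentiles describe the pools and do not test the idea. All 12 were taken from the tested genes, so a Ct on both LacZ/AAV2/2 arrays was given in advance. The most abundant of them, *Il2rg*, had a Ct of 27.71 and 28.83 with E-sel/AAV2/2 and 30.85 and 29.65 with LacZ/AAV2/2. Whether a fragment of lymph node entered 1 of the 3 pooled muscles, or lymphoid cells were drawn into the treated muscle, cannot be told apart with 1 pool per group. *B2m*, an abundant transcript of lymphocytes, was also higher in that pool, which bears on its use as a reference.

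With the 5 reference genes, a list of 14 macrophage genes went the other way, with a median log2 fold change of -1.20 and 13 of 14 genes below zero. The median was -0.39 in replicate 1, with 11 genes below zero, and -1.66 in replicate 2, with 13. These values depend on the reference: with *Gapdh* alone every change is higher, and 55 of the 77 genes of the panel were above zero. The median of the list lay at the 3.39 percentile of the random lists over all arrays, at 8.72 in replicate 1 and at 8.53 in replicate 2. Fewer macrophage transcripts in the E-sel/AAV2/2 pool may be one reading, but neither replicate alone set the list apart, and the question stays open. The paper's immunofluorescence count of macrophages in calf muscle at day 21 was similar in the 2 groups. That count speaks against fewer macrophages in calf, but it does not measure transcripts per cell or cover the thigh. The most abundant gene of the list, *Ccl6*, changed by -1.43, and the next, *Spp1* and *Pf4*, by -0.40 and -0.20. All 14 genes were taken from the tested genes, so each has a Ct on all 4 arrays by definition, and none is on the lymphoid list.

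The reference genes themselves decide which way the panel leans. Set against the mean of *Actb*, *Gusb* and *Hsp90ab1*, *Gapdh* changed by -1.0033 (log2) and *B2m* by 1.55, each with both arrays of one group beyond both of the other and by more than the between-array SD of 0.491 and 0.565. Both may therefore differ between the pools, *Gapdh* downward and *B2m* upward. In the mean of 5 the 2 partly cancel, and the single-reference results lie on either side: 55 of 77 genes were above zero with *Gapdh* alone and 13 of 77 with *B2m* alone. The average pairwise variation of each reference gene with the other 4 was lowest for *Hsp90ab1* (0.692) and highest for *B2m* (1.24), and with *Hsp90ab1* alone the panel median was 0.04 (0.035). A biological change of either gene was not tested.

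Repeat arrays of one pool differed more than well-to-well error would give. After the common shift was removed, genes differed between the 2 LacZ/AAV2/2 arrays with an SD of 1.34 cycles, against at most 0.282 among replicate control wells of an array. A shift common to all wells, from RNA input, reverse transcription or the plate, cannot produce that spread. Sampling of few templates does not account for it alone, since the 16 genes with a mean Ct under 30 still had an SD of 1.07 between the LacZ/AAV2/2 arrays and 0.965 between the E-sel/AAV2/2 arrays. The largest such difference was that of *Vegfa* with LacZ/AAV2/2, 1.91 cycles after the common shift was removed. Its Ct as deposited was 27.47 and 27.19 on these arrays, so it departed by not following the shift of the panel. The reverse transcription control was 1.60 cycles later on LacZ/AAV2/2 replicate 2 than on replicate 1, with positive PCR controls within 0.197 cycles over all 4 arrays, so the repeats may have come from separate reverse transcription reactions, or from RNA that was not the same. Which of these holds was not tested.

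One well can carry a 2-fold call. *Csf2* had the second largest ratio of mean 2^-ΔCt in the panel, 34.6, with a Ct of 29.3 on E-sel/AAV2/2 replicate 1 and 38.9 on replicate 2, against 35.9 and 35.6 with LacZ/AAV2/2. Its change was 5.74 in replicate 1 and -3.48 in replicate 2 (log2), and its limma adjusted p-value was 0.799.

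With the 5 reference genes, 20 genes were at least 2-fold higher and 23 at least 2-fold lower. Both counts lie within 1.5 times of those quoted from the study above. The study states no fold threshold for its counts, which refer to all genes of the array, whereas these cover the 77 tested genes. Counts at 1.5-fold (26 higher, 31 lower) and without *Gapdh* among the 5 (18 and 28) also lie within that range. Those with *Gapdh* alone (34 and 5) or *B2m* alone (8 and 45) do not. The closeness therefore cannot show which threshold or reference gave the study's counts. In the authors' deposited table, relative to *Gapdh* alone, the mean ratio was at least 2 for 39 genes and at most 0.5 for 1 gene. The first is higher and the second lower than the counts quoted from the study above. The ratio of means for *Tnf* here was 2.25. That is lower than the value quoted from the study above, which came from another array. The gap depends on the reference and the replicate: with *Gapdh* alone the log2 fold change of *Tnf* was 2.04 in place of 0.93, and in the authors' deposited table its ratios were 11.2 and 1.51. The ratio of means for *Ccl2* here was 0.546. That is lower than the value quoted from the study above and on the other side of 1. With *Gapdh* alone the log2 fold change of *Ccl2* was 0.41, above zero. In the authors' deposited table its ratios were 1.66 in replicate 1 and 1.06 in replicate 2, both above 1.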
